# Topsentinol L Trisulfate, a Marine Natural Product That Targets Basal-like and Claudin-Low Breast Cancers

**DOI:** 10.3390/md19010041

**Published:** 2021-01-18

**Authors:** Nader N. El-Chaar, Thomas E. Smith, Gajendra Shrestha, Stephen R. Piccolo, Mary Kay Harper, Ryan M. Van Wagoner, Zhenyu Lu, Ashlee R. Venancio, Chris M. Ireland, Andrea H. Bild, Philip J. Moos

**Keywords:** topsentinol L trisulfate, AMPK, CHK1, breast cancer, drug susceptibility

## Abstract

Patients diagnosed with basal-like breast cancer suffer from poor prognosis and limited treatment options. There is an urgent need to identify new targets that can benefit patients with basal-like and claudin-low (BL-CL) breast cancers. We screened fractions from our Marine Invertebrate Compound Library (MICL) to identify compounds that specifically target BL-CL breast cancers. We identified a previously unreported trisulfated sterol, i.e., topsentinol L trisulfate (TLT), which exhibited increased efficacy against BL-CL breast cancers relative to luminal/HER2+ breast cancer. Biochemical investigation of the effects of TLT on BL-CL cell lines revealed its ability to inhibit activation of AMP-activated protein kinase (AMPK) and checkpoint kinase 1 (CHK1) and to promote activation of p38. The importance of targeting AMPK and CHK1 in BL-CL cell lines was validated by treating a panel of breast cancer cell lines with known small molecule inhibitors of AMPK (dorsomorphin) and CHK1 (Ly2603618) and recording the increased effectiveness against BL-CL breast cancers as compared with luminal/HER2+ breast cancer. Finally, we generated a drug response gene-expression signature and projected it against a human tumor panel of 12 different cancer types to identify other cancer types sensitive to the compound. The TLT sensitivity gene-expression signature identified breast and bladder cancer as the most sensitive to TLT, while glioblastoma multiforme was the least sensitive.

## 1. Introduction

Gene-expression profiling has identified five molecular subtypes of breast cancer, known as luminal A, luminal B, human epidermal growth factor receptor 2 (HER2)-enriched, claudin-low, and basal-like, with inter-subtype differences in incidence, survival, and treatment response [1,2,3,4,5]. With the molecular evaluation of thousands of breast cancer samples from The Cancer Genome Atlas (https://cancergenome.nih.gov), the International Cancer Genome Consortium (https://icgc.org), and the Molecular Taxonomy of Breast Cancer International Consortium (https://www.cbioportal.org), the stratification of breast cancer samples can be identified by combining DNA copy number alterations with gene expression data [6]. This stratification still identified basal-like breast cancer as a unique subtype. Among patients, breast cancer patients diagnosed with the basal-like molecular subtype exhibit a particularly poor prognosis and suffer from limited treatment options [7]. Basal-like breast cancer represents 10–25% of all breast carcinomas, generally occurring at an early age (<40 years old), with higher frequency in women of African origin [8]. Approximately 50–70% of all basal-like cancer patients lack the expression of estrogen receptor (ER), progesterone receptor (PR), and HER2, and therefore are clinically described as being triple negative. Basal-like breast cancer manifests as a highly aggressive tumor that is responsive to chemotherapy [7]. However, patient prognosis remains poor with basal-like cancer exhibiting a high recurrence rate and low patient survival [2]. At the molecular level, basal-like breast cancer exhibits expression patterns which are also observed in the basal epithelial layer of the skin and airways; this includes expression of high molecular weight cytokeratins 5, 6, and 17 and deficiencies in retinoblastoma transcriptional corepressor 1 (RB1), BRCA1, and tumor protein 53 (TP53). Moreover, a high rate of aneuploidy is observed in these tumors, reflective of increased genetic instability [7,8].

Interestingly, the claudin-low subtype shares some similarities in gene-expression features with the basal-like subtype such as low expression of HER2 and the luminal gene clusters, indicating genomic similarities between the two subtypes [9]. Moreover, similar to the basal-like subtype, claudin-low tumors are also triple negative but the prognosis is similar to many of the intrinsic categories [10], including a basal-like claudin-low category with a poorer prognosis. However, claudin-low breast cancers remains as an individual subtype, characterized by the minimal expression of several claudin genes, such as claudin 3, 4, and 7, which are involved in epithelial cell tight-tight junctions. Basal-like and claudin-low (BL-CL) tumors also lack cell-cell junction proteins, such as E-cadherin, and almost always are characterized by having an intense immune cell infiltrate, stem cell properties, and features of epithelial-mesenchymal transition [3,4,8,11,12]. Due to the non-luminal molecular nature of these two subtypes, and the lack of known protein targets on these cancers, few effective treatment options are available. As such, there is an urgent need to identify new therapeutic leads and potential targets that can improve patient prognosis.

The Marine Invertebrate Compound Library (MICL) is a unique resource that serves as a platform for discovery of novel small molecule-mediated biological activities in a variety of systems. The MICL is derived from an extensive collection of small-molecule natural products isolated from over 1200 unique marine organisms (85% sponges from over 150 genera, 12% tunicates, and 3% other phyla) collected from diverse locations around the world over the past twenty years [13,14]. Natural products tend to be more complementary in shape to their targets [15], due to their development in a competitive ecological selection process that favors the production of compounds with strong biological activity [16,17,18]. Around 75% of all anticancer drugs developed between 1940 and 2014 were either derived from or inspired by natural products [19]. In particular, several marine natural products have been shown to exhibit anticancer properties, such as didemnin B, aplidine, and ecteinascidin-743, the latter of which succeeded in passing clinical trials in Europe and was approved by the European Commission for the treatment of refractory soft-tissue sarcomas in 2007 [20]. As of 2016, there were seven drugs approved by the United States Food and Drug Administration that are derived from marine natural products, four of which target cancers, and 15 more marine natural products in clinical trials, of which 12 are anticancer [21]. In summary, marine natural products have proven their potential for development into clinically useful drugs [20,21].

In this study, we performed a stepwise screening approach with 2778 fractions from the MICL and identified a previously uncharacterized trisulfated sterol, topsentinol L trisulfate (TLT), purified from a marine sponge *Topsentia* sp. (PNG07-3-073) collected from Papua New Guinea (Supplemental Figure S1). TLT, as well as its parent fraction and subfraction, exhibited increased effectiveness against basal-like and claudin-low BL-CL cell lines as compared with luminal and HER2+ subtypes. We showed that treating BL-CL cell lines with TLT led to the inhibition of AMPK and CHK1, using biochemical and proteomic analyses. To validate the importance of inhibiting the activity of AMPK/CHK1 in BL-CL cell lines, we tested breast cancer cell lines with known small molecule inhibitors of AMPK and CHK1, i.e., dorsomorphin and Ly2603618, respectively, and observed that they were significantly more effective against BL-CL cell lines than luminal and HER2+ subtypes. Furthermore, overexpressing AMPK or CHK1 in BL-CL cell lines sensitized them to TLT treatment. We also generated a genomic gene-expression signature of TLT sensitivity and projected it against a panel of human patient tumors of twelve different cancer types, which identified breast and bladder cancer as the two cancers most sensitive to TLT. Overall, this study incorporates the genomic classification of breast cancer to high-throughput drug screening and identifies a novel small molecule, TLT, selective against BL-CL cell lines. Therefore, the work described here sheds light on the importance of targeting AMPK or CHK1 in this molecular subtype and suggests the potential of these proteins as therapeutic targets in BL-CL cell lines.

## 2. Results

### 2.1. Identification of Topsentinol L Trisulfate as a Selective Inhibitor of Basal-Like and Claudin-Low BL-CL Breasst Cancers

The goal of this study was to isolate a novel inhibitor of BL-CL breast cancers, describe the pathways effectively blocked by the compound, and project treatment efficacy across other cancer types. We aimed at achieving this through a stepwise approach consisting of the following steps: (1) screening MICL for fractions that exhibited tumoricidal properties, (2) selecting candidate fractions that displayed effectiveness against BL-CL cell lines, (3) separating the active compounds in the fractions, (4) identifying the active compound with anti-BL-CL properties, (5) describing the cell signaling effects of the compound on BL-CL activity, (6) projecting TLT sensitivity across human tumors of various cancer types using a gene-expression signature (Figure 1A).

We used a bioassay-guided fractionation approach to identify potential compounds with tumoricidal activity, beginning by screening 2778 synthetic polymer resins for high-performance liquid chromatography (HP20) fractions from MICL against a panel of 16 cell lines. These fractions represent complex mixtures and served as a starting point to identify promising hits [13,14]. We selected 107 fractions based on differential tumoricidal activity, eliminating all fractions that were universally toxic or showed minimal anticancer activity. We added 85 previously unscreened HP20 fractions from MICL based on chemical similarity to the 107 selected fractions guided by chemo-taxonomic considerations of source organisms [13,14]. The combined 192 fractions were screened against a panel of 35 breast cancer cell lines and 37 lung cell lines to identify fractions more effective against breast cancer, and in particular against BL-CL breast cancers (Figure 1A Screen 2). Among these, 34 fractions were selective for breast cancer, of which seven displayed subtype selectivity against BL-CL activity (Figure 1B, Screen 2). These seven fractions were further fractionated by LCMS into 20 subfractions (M1–M20) each and screened at two doses against a panel of 33 breast cancer cell lines (Figure 1C, Screen 3). This screen identified five subfractions with significant selectivity against BL-CL cell lines, out of which three subfractions originated from the marine sponge PNG07-3-073 F2 fraction. We analyzed the results of all three screens retrospectively and observed that PNG07-3-073–F2 was initially identified as a candidate with increased tumoricidal activity against BL-CL breast cancer (Figure 1B). The HP20 fractionation of the sponge also resulted in 4 other fractions, i.e., FW, F1, F3, and F4; however, none exhibited sufficient tumoricidal activity, and therefore did not proceed past the first screen. The F2 was the only fraction from the *Topsentia* sponge PNG07-3-073 to exhibit anti-BL-CL activity (Figure 1B). This activity was maintained after further fractionation of F2 via LCMS into 20 subfractions. Among the 20 subfractions, in particular, the M6 subfraction displayed significant effectiveness against BL-CL activity (Figure 1C). From these screening experiments, BL-CL cell lines exhibit significantly lower cell viability when treated with PNG07-3-073-F2 and PNG07-3-073-F2-M6 than luminal/HER2+ cell lines.

Our next step was to proceed with the identification of the active compounds in the M6 subfraction to isolate any compounds inducing this response. We performed a scaled-up extraction of bulk PNG07-3-073 sponge and purified two compounds, i.e., isolate 1 and 2. One-dimensional (1D) nuclear magnetic resonance (NMR) analysis (Table S3) identified isolate 1 as the previously reported metabolite halistanol sulfate [22] (Figure 2C and Figure S2A,B) and this was validated by using low-resolution mass spectroscopy (Figure S3A). Isolate 2 was identified via 1D (Figure S2C,D) and two-dimensional (2D) (Figure S4) NMR analysis (Table S3) as a previously uncharacterized sulfated sterol identical to the known compound topsentinol L but with three sulfate groups [23] (Figure 2). The structure of the compound was corroborated by the data obtained through low-resolution mass spectroscopy (Figure S3B). We named this compound topsentinol L trisulfate, or TLT (Figure 2). Both structures were validated by high-resolution electrospray ionization mass spectrometry (Supplementary Methods). Then, halistanol sulfate and TLT were screened against a panel of 30 breast cancer cell lines and tested for effectiveness against BL-CL activity (Table 1). TLT showed greater tumoricidal activity against BL-CL breast cancers in 8 of 12 breast cancer cell lines (50% effective concentration (EC50) <100 µM) as compared with luminal/Her2+ breast cancer, for which TLT demonstrated similar potency in only 4 of 18 cell lines (Table 1, Figure S5). Halistanol sulfate demonstrated considerable cytotoxicity but did not exhibit differential activity between BL-CL and luminal/Her2+ cell lines (*p* = 0.247, Figure S5). Through a multi-step screening and fractionation process, we identified a novel sulfated sterol, TLT, which exhibited significant subtype selectivity against BL-CL activity.

### 2.2. Topsentinol L Trisulfate Treatment Inhibits AMPKα and CHK1 but Activates p38

Our next goal was to analyze and describe the signaling effects that are induced by TLT in cancer cells. For this purpose, we treated eight TLT-sensitive BL-CL cell lines with TLT or DMSO control and screened for changes in the phosphorylation of 217 proteins using a reverse-phase protein array (RPPA) [24]. From this screen, we identified 21 proteins that exhibited a 15% or greater change in phosphorylation level, with only eight of these proteins exhibiting statistically significant changes (Supplementary Table S4). To focus our research and narrow down our investigation, we selected three proteins, i.e., AMPK, CHK1, and p38, based on fold change and statistical significance. Note that the non-phosphorylated forms of these proteins demonstrated negligible differences in protein levels (Supplementary Table S4), and therefore we focused on the phosphorylated forms. AMPK phosphorylation recorded the largest statistically significant change as compared with the DMSO control among all proteins, with a 35% reduction in Thr172 phosphorylation, required for AMPK activation [25] (*p* = 0.031, Figure 3A and Supplementary Table S4). Validating the reduction in AMPK phosphorylation, phosphorylation of ACC, a direct downstream effector of AMPK [26], was also significantly reduced (23.6% reduction in Ser79, *p* = 0.024, Table S4). We also observed significant changes in phosphorylation of CHK1, recording a 16% downregulation in the nuclear localization mark Ser345 [27] (*p* = 0.012, Figure 3A and Table S4). CHK1 has recently been suggested to represent a therapeutic target in triple-negative breast cancer (TNBC) [28], and its reduced phosphorylation following TLT treatment could explain the selectivity of TLT against BC-CL breast cancers. Increases in p38 phosphorylation were among the significant changes observed upon treatment with TLT, with a 23% increase in Thr180-Tyr182 phosphorylation (*p* = 0.003, Figure 3A and Table S4). The activation of p38 could be particularly important as phosphorylation of p38 has been shown in other experiments to lead to the induction of apoptosis [29].

In order to validate the observed effects on AMPK, p38, and CHK1 phosphorylation following TLT treatment in the RPPA screen, we analyzed phosphorylation levels by Western blotting. Downregulation of AMPK phosphorylation was most consistent across all four cell lines (Figure 3B). Reduced CHK1 phosphorylation at the active site residue Ser317 [30] and increased p38 phosphorylation were also readily observed in two of the four cell lines (Figure 3B), confirming RPPA results (Figure 3A). In support of these changes in phosphorylation affecting enzyme function, three kinases, i.e., Raptor, Cdc25c, and MAPKAPK-2, representing downstream substrates of AMPK, CHK1, and p38, respectively [28,29,31], also showed changes in phosphorylation in at least two of the cell lines tested following TLT treatment (Figure 3B). These data describe the landscape of proteomic changes induced following TLT treatment in BL-CL cell

### 2.3. Inhibition of AMPK and CHK1, Alone or in Combination, is Effective against BL-CL Breast Cancers

Due to the consistency with which AMPK (either the protein itself or its downstream effector Raptor) and CHK1 (at two separate residues, Ser345 and Ser317) phosphorylation are affected, as well as the recent discovery of CHK1 treatment efficacy against TNBC [28], we decided to test the relevance of inhibiting AMPK and CHK1 in BL-CL cells. We investigated the effects of AMPK, CHK1, and AMPK1 + CHK1 small molecule targeted inhibition on a panel of twenty breast cancer cell lines. We screened the panel with dorsomorphin (an AMPK inhibitor [32]), Ly2603618 (a CHK1 inhibitor that has been used in clinical trials [33]), and the combination of both. Our results showed that either treatment strategy is significantly more potent against the BL-CL subtypes than luminal/HER2+ breast cancer (Figure 4). Dorsomorphin, on the one hand, was more than four times more potent against BL-CL breast cancers (average EC50 = 9.33 µM) as compared with luminal/HER2+ breast cancer (average EC50 = 37.87 µM), which was a significant difference (*p* = 0.011, Figure 4A). Ly2603618, on the other hand, was almost eight times more toxic against BL-CL breast cancers (average EC50 = 0.72 µM) as compared with luminal/HER2 breast cancer (average EC50 = 5.73 µM), which was also a significant difference (*p* = 0.001, Figure 4B). Interestingly, the combination therapy was also significantly more potent against BL-CL breast cancers (*p* = 0.005) (Figure 4C). To confirm that AMPK and CHK1 are part of the killing mechanism, we overexpressed AMPK and/or CHK1 in two BL-CL cell lines and performed dose-response assays with TLT to study the effect of AMPK and CHK1 abundance on drug response. We observed that the overexpression of AMPK and CHK1, or both concurrently, led to the sensitization of the cell lines to TLT treatment (Figure S6). Indeed, an increase in the availability of AMPK or CHK1 lowered the EC50 of TLT across both cell lines (Table S5), further linking the TLT killing mechanism to the AMPK and CHK1 proteins. These results demonstrate the importance of the inhibitory effects of TLT on AMPK and CHK1 in BL-CL cell lines and suggest the potential use of AMPK or CHK1 inhibition as a treatment against BC-CL breast cancers.

### 2.4. Topsentinol L Trisulfate (TLT) Sensitivity Signature Predicts Breast and Bladder Cancer Response in Human Tumors

Next, we identified classes of solid tumors that were most sensitive to TLT using an unbiased computational approach. The gene-expression profiles of cancer cells are a valuable tool in the comprehension of transcriptional changes indicative of treatment. These profiles enable the identification of drug sensitivity across various cancer types. This approach has been used multiple times to show a pathway or drug sensitivity [34,35,36]. Accordingly, we generated a TLT sensitivity signature that reflected the genomic changes in eight TLT-sensitive BL-CL cell lines (Figure 5A). 

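RNA was sequenced from 8 established human breast cancer cell lines after 6 h with TLT or with the DMSO vehicle, which gave 16 libraries, 1 of each treatment per line. HCC1143, HCC1395, HCC70 and MDA-MB-468 are listed in Table 1 as basal-like, and HCC38, MDA-MB-157, MDA-MB-231 and MDA-MB-436 as claudin-low. The paper's EC50 values in Table 1 run from 23 to 87 µM for 7 of these lines and lie above 100 µM for HCC38. The sample labels give the dose as the EC75, and the methods of the paper name no concentration for the RNA samples. For its protein array, on the same lines and also at 6 h, the paper used 1 common concentration near their average EC75. Whether the RNA samples had this common dose or an EC75 of each line is not stated. The authors aligned the reads with MapSplice, estimated gene values with RSEM and divided each library by its upper quartile, so that the 75th percentile of its nonzero genes lies near 1000. The resulting values are a normalized signal and not counts, and the counts that the authors re-mapped for their own test were not used here. Low values came in steps, and the value of 1 read in each library was estimated from them. Between 83.1% and 85.3% of the values under 60 were whole multiples of that step within 0.01 reads. On this estimate the DMSO libraries held 12.2 to 18.8 M reads with a median of 15.0 M, and the TLT libraries 10.6 to 20.1 M with a median of 14.7 M. The libraries of the MDA-MB lines were sequenced in lane 1 and those of the HCC lines in lane 2, so that both treatments of a line shared a lane. Each TLT library correlated best with the DMSO library of its own line, at an r of 0.961 to 0.982 across genes, against at most 0.835 with any other line. TLT was compared with DMSO by limma on log2(value + 1), with the cell line as a block, over the 14544 genes with a mean value of at least 10. Fold changes on this scale understate the change of genes with low values. The libraries carry no strand, so reads from genes that overlap cannot be told apart. Nothing in the sources used here says whether a line was treated in more than 1 culture, and the p-values measure the spread between the 8 lines.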

We treated the cell lines with either TLT or DMSO control and used RNA-sequencing to profile the samples. We identified 131 genes that were significantly upregulated or downregulated and incorporated the expression values for these genes into a predictive signature (Figure 5A). 

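Many genes of cholesterol synthesis, immediate early genes and targets of the hypoxia factor HIF1 were higher with TLT, with list medians above 0 in 8 of 8 lines, and several genes of the ATR-CHK1 pathway were lower, with a list median below 0 in each line except HCC38, where it was 0.06. As lists these passed limma's camera test with a preset correlation of 0.01 and did not pass with an estimated correlation (adjusted p = 0.35 to 0.40). A list of 26 genes was drawn up before the data were examined, for cholesterol synthesis and uptake and other targets of the sterol-regulated factor SREBP2. Of these 26 genes, 19 were higher, none was lower and 7 did not pass the test (21 higher when adjusted over the list alone). HMGCS1, an enzyme of the mevalonate pathway, had a normalized value of 5937 ± 2107 (SD, n = 8 lines) in TLT and 2758 ± 2208 (SD, n = 8) in DMSO. This is a log2 fold change of 1.32 (standard error 0.16, adjusted p = 0.000262 from limma, higher in 8 of 8 lines). IDI1, another enzyme of this pathway, had a log2 fold change of 1.11. Of 20 immediate early genes, which respond to growth factors and stress without new protein synthesis, 12 were higher and none was lower (14 higher when adjusted over the list alone). Among them the transcription factor genes ATF3, JUNB and IER2 had log2 fold changes of 1.33, 0.85 and 0.80. Of 9 dual-specificity phosphatases, which switch off MAP kinases, 5 were higher and none was lower (5 higher when adjusted over the list alone), with DUSP14 at 0.80. The count was 2 without HCC1395, without MDA-MB-436, without MDA-MB-468 or with limma without trend, 3 without HCC1143, without MDA-MB-231, with TMM scaling, with no filter or with a pseudocount of 0.1, and 1 in each lane alone. Of 16 HIF1 targets, some of them glycolytic genes, 11 were higher and none was lower (13 higher when adjusted over the list alone), with the glycolytic genes LDHA at 0.48 and PGK1 at 0.39. Both have high values, with DMSO means of 17158 and 14124. Highly expressed genes matched to the ribosomal protein genes had a median rise of 0.26, and no other gene list was compared with genes matched on level. Of 12 YAP and TAZ targets 6 were higher and none was lower (6 higher when adjusted over the list alone), led by the matricellular protein gene CTGF at 2.44 (standard error 0.46, adjusted p = 0.00391 from limma, higher in 8 of 8 lines). Of 17 genes of the ATR-CHK1 pathway 6 were lower and none was higher (7 lower and 1 higher when adjusted over the list alone). The lower count ran from 4 to 7 with each line left out, and 1 gene was higher without HCC1143 or without MDA-MB-157. The lower genes included the kinase ATR at -0.53, its partner CLSPN at -0.80 and the clamp subunit RAD9A at -0.82.
All 20 ribosomal protein genes were higher (20 higher when adjusted over the list alone), with a median log2 fold change of 0.26, while lists of other genes matched on level had a median of 0.26, and these genes share reads with many pseudogenes. Of these 20, 9 were called without MDA-MB-436, 10 without MDA-MB-468, 11 without HCC70 and 6 with limma without trend. Of 12 basal cytokeratins and basal-like genes 5 were higher and none was lower (6 higher when adjusted over the list alone), including KRT17 at 1.01 and KRT5 at 0.67. The count was 3 without HCC70 or without MDA-MB-436, 8 without MDA-MB-231 or with a pseudocount of 10, 2 with limma without trend and 0 in each lane alone. In lane 1 and without the replicate block the list did not pass (adjusted p = 0.096 and 0.44 from limma's camera test). The cell cycle inhibitor gene CDKN1A rose to a log2 fold change of 1.64, and TXNIP, which restrains glucose uptake, fell to -1.99 (standard error 0.30, adjusted p = 0.000902 from limma, lower in 8 of 8 lines).

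**Figure D1:**
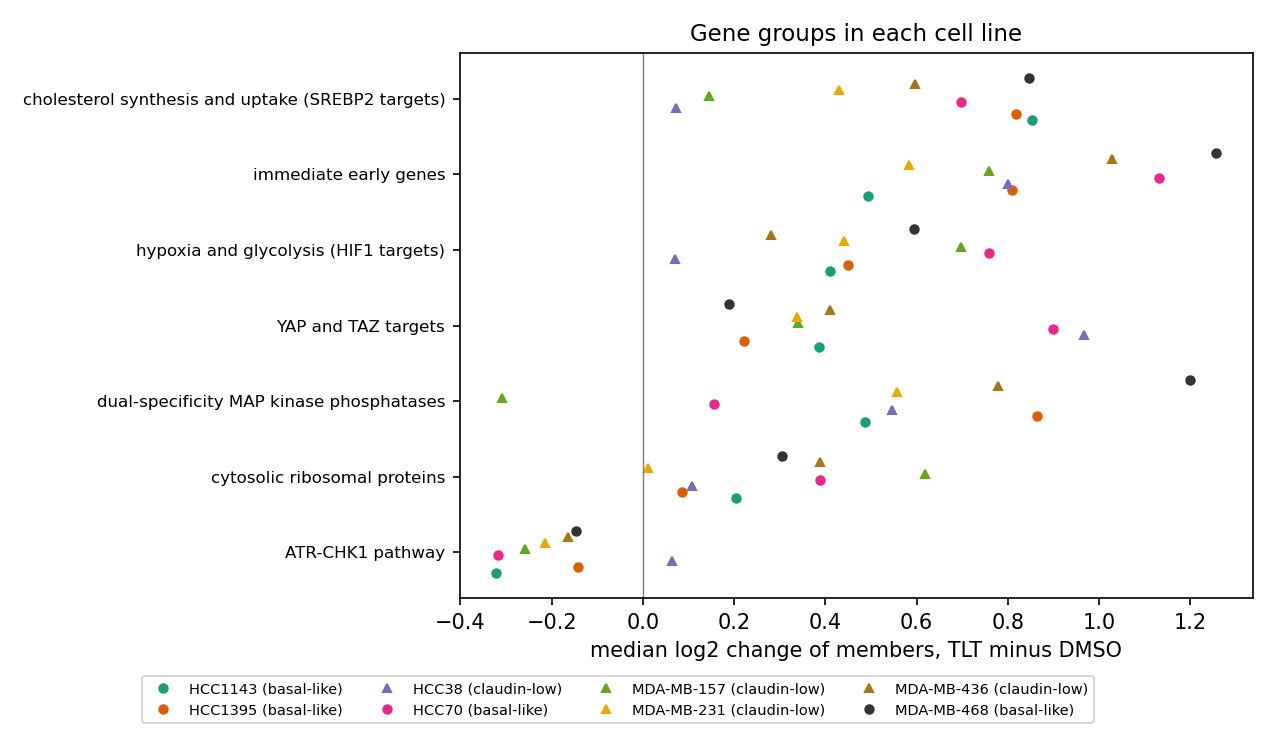
Median log2 change, TLT minus DMSO, of the measured members of 7 gene groups, with 1 point per cell line, circles for basal-like and triangles for claudin-low lines. The cholesterol genes range from a median of 0.07 in HCC38 to 0.85 in HCC1143, and the immediate early genes from 0.49 in HCC1143 to 1.26 in MDA-MB-468.

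By the camera test with the preset correlation, 12 of the 33 lists differed from the other genes at an adjusted p under 0.05, with the cholesterol list at 1.02e-09, the immediate early list at 3.98e-08, the HIF1 list at 3.42e-06 and the ATR-CHK1 list at 0.00439. With an estimated correlation none of the 33 lists passed, with an adjusted p = 0.40 for the cholesterol list, an adjusted p = 0.35 for the immediate early, HIF1, YAP and TAZ and ATR-CHK1 lists, an adjusted p = 0.53 for the phosphatases and the basal list and an adjusted p = 0.67 for the ribosomal proteins. The sum of normalized values rose most in MDA-MB-157, from 16712818 in DMSO to 21087101 in TLT, and in HCC70, from 15027029 to 18200807, and with both lines left out, a setting chosen after seeing the data, 18 of the cholesterol genes, 13 of the immediate early genes and 9 of the ribosomal protein genes were higher. In the lines of lane 1 and of lane 2 alone, another setting chosen after seeing the data, 14 and 6 of the cholesterol genes, 10 and 2 of the immediate early genes, 6 and 1 of the HIF1 targets and 0 and 0 of the ribosomal protein genes were higher and 3 and 0 of the ATR-CHK1 genes were lower, and without the replicate block 1 immediate early gene and none of the others were called. The paper took the genes that changed between TLT and DMSO as a signature of TLT sensitivity and used it to predict the response of tumors (Figure 5A).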

Then, we used this signature to predict drug sensitivity for the tumors from the PANCAN12 gene-expression dataset, which contains expression profiles for 12 cancer types [37,38]. The outcome of this process is a probability for each tumor sample, indicating how likely each tumor responds to TLT treatment. Breast cancer (mean = 0.71) and bladder cancer (mean = 0.69) were predicted to be most sensitive to TLT (1.00 is highest possible sensitivity, and 0.00 is lowest), while glioblastoma was predicted to be least sensitive (mean = 0.16, Figure 5B). These results are in line with the in vitro observations of TLT effectiveness against breast cancer (BL-CL breast cancers in particular) as well as bladder cancer. This is in agreement with recent data suggesting that some bladder cancers show marked similarities to CL breast cancer [39,40] and validates this prediction.

## 3. Discussion

We have identified and described a previously uncharacterized trisulfated sterol that we have named topsentinol L trisulfate (TLT) that exhibited increased tumoricidal activity against BL-CL breast cancers. Interestingly, halistanol sulfate, another trisulfated sterol isolated from the same marine organism as TLT, did not exhibit similar selective activity against BL-CL breast cancers but was demonstrated to be more potent (Figure S5). This could potentially be attributed to the differences in the side chains of these two compounds, which are otherwise structurally identical (Figure 2). TLT is not a good candidate for drug development due to its low potency and efficacy; however, it revealed novel targets to consider, in the future, for BL-CL breast cancers.

Furthermore, we describe the treatment effect of TLT on BL-CL breast cancers, highlighting the particular changes in the phosphorylation of AMPK, CHK1, and p38. AMPK is a heterotrimeric serine/threonine kinase complex that is regulated by adenylate levels in the cell and functions as part of an evolutionarily conserved energy-sensing pathway [41,42]. The effective result of AMPK activation is the avoidance of bioenergetic catastrophe and cell death through the conservation of cellular energy [42]. Interestingly, the role of AMPK in cancer is complex, as AMPK can exert pro- or antitumor effects based on cell context. AMPK is central to a tumor suppressor network, the LKB1-AMPK-TSC-mTOR signaling cascade, known to regulate cell growth and proliferation in response to stress [43]. Conversely, retaining continuous activation of AMPK leading to an enhanced ability to adapt to metabolic stress may function to promote tumor survival and growth. For example, the activation of AMPK in response to stresses such as hypoxia and nutrient deprivation provides cancer cells with the metabolic flexibility needed for survival [42]. These duelling roles of AMPK highlight the complexity and dichotomy of the kinase’s role in cancer cells. AMPK agonists acting as anticancer agents have been suggested through the use of the therapeutic biguanides, metformin, and phenformin. Metformin is currently used to treat type II diabetes and has been associated with a significantly lower cancer incidence in patients relative to those using other medications to manage their diabetes [32,44]. However, recent work has indicated that the anti-tumorigenic effects of metformin and another known AMPK agonist, AICAR, are due to AMPK-independent effects [31]. Interestingly, other studies have implicated AMPK as a mediator of cellular proliferation and survival, showing the promising effect of AMPK inhibition as a cancer therapy [45,46]. We observe similar effects against breast cancer, and particularly the BL-CL subtypes that exhibit higher sensitivity against dorsomorphin than luminal/HER2+ breast cancer (Figure 4A). This observation is in line with the inhibitory effects on AMPK in BL-CL breast cancers induced by TLT treatment (Figure 3A,B).

Another aspect of the inhibitory effects promoted by TLT treatment was the decreased phosphorylation of CHK1 leading to its inhibition. Upon cellular exposure to various genotoxic stresses, CHK1 is activated by ATR-mediated phosphorylation following DNA-damage leading to the phosphorylation of cdc25. CHK1 assumes the role of the major cell-cycle checkpoint kinase mediating S- and G2-arrest [28]. In BL-CL breast cancers, the rationale of CHK1 targeted therapy is supported by the documented evidence of alterations in the DNA damage repair machinery through either the high rate of BRCA or p53 mutations [7,8,11]. Therefore, another loss of a DNA damage repair component may lead to the cell’s inability to properly fix chromosomal damage and enter apoptosis. Indeed, Albiges et al. showed that CHK1 was a potential therapeutic target in TNBC, with CHK1 inhibition observed to induce mitotic cell death in TNBC cell lines [28]. Our observation of increased sensitivity of BL-CL cells to CHK1 inhibition is concordant with the TNBC subtype (Figure 4B).

Similarly, we have shown that treating BL-CL breast cancers with TLT leads to the significant activation of p38 (Figure 3A and Table S4); p38 plays the role of a signal transduction mediator and is linked to inflammation, cell cycle, cell death, cell differentiation, senescence, and tumorigenesis [37]. While this study does not demonstrate that p38 is involved in apoptosis in these experiments, other studies have shown that the activation of p38 leads to apoptosis in various cells [47,48].

The inhibitory effects of TLT on AMPK and CHK1 shed light on the potential therapeutic benefit of AMPK or CHK1 inhibition on BL-CL activity. However, additional work is required to validate these findings. Although dorsomorphin is a potent AMPK inhibitor, studies have shown this compound to exhibit high affinity towards other proteins such as BMP and inhibit several other kinases at a Km lower than AMPK [49], prompting us to validate the role of TLT-mediated inhibition of AMPK via genetic means (Supplemental Figure S6). Furthermore, TLT also strongly inhibited AKT, MAPK, RAF, FAK, STAT3, p70S6K, FASN, and PDK1 (Table S4), of which all of these are likely to have strong inhibitory effects on cell viability, and therefore cannot be discounted to participate in the killing mechanism alongside AMPK and CHK1 inhibition. Our work highlights the effects of TLT on BL-CL activity and implicates several proteins involved in its downstream repercussions but does not address the specific mechanism of action leading to these effects.

## 4. Materials and Methods 

### 4.1. Cell Lines and Viability Measurement

Cell lines were obtained from ATCC and plated at 1500–2000 cells/well in 384-well plates in 5% FBS (Gibco/Life Technologies, Carlsbad, CA, USA) growth media and 1× antibiotic-antimycotic (Anti-Anti) (Gibco/Life Technologies, Carlsbad, CA, USA). Cancer cell lines were cultured and maintained in a humidified environment at 37 °C and 5% CO_2_ in their respective media. The detailed description of the cell lines used for each screen is available in Tables S1 and S2. Cells were treated for 72 h, after which cell viability and growth were measured using CellTiter-Glo (Promega, Madison, WI, USA). Cell viability scores were calculated by dividing the viability scores of the treatment by the control DMSO values.

### 4.2. Marine Invertebrate Compound Library (MICL) Screens 

For Screen 1, 2778 HP20 fractions of marine organisms from MICL were screened at a single dose (~1.5 µg/mL) against a panel of 16 (9 lung and 7 breast) cancer cell lines to determine their antitumor properties. We selected 107 fractions for further evaluation based on one or more of the following criteria: (1) all fractions with a standard deviation in viability of greater than 0.325, (2) lung selective fractions (25% or less viable cells in 3 or more lung cancer cell lines and 2 or fewer breast cancer cell lines), (3) breast selective fractions (25% or less viable cells after treatment in 3 or more breast cancer cell lines and 2 or fewer lung cancer cell lines), (4) generally active non-universally toxic fractions (25% or less viability in a minimum of 5 and maximum of 13 cell lines), (5) relatively less active fractions (40% or less viability in a minimum of 9 and maximum of 13 cell lines). For our second screen, we added an additional 85 HP20 fractions from MICL that were not included in the first screen but based on the chemo-taxonomic judgment of potential chemical similarity to the 107 fractions. Then, these 192 HP20 fractions were assayed at a single dose (~1.5 µg/mL) against a panel of 35 breast cancer and 37 lung cancer cell lines. This identified breast-selective fractions (fractions resulting in 25% or less cellular viability after treatment in 13 cell lines or more out of 35 breast cancer cell lines, and 12 cell lines or fewer lung cancer cell lines) and fractions effective against BL-CL breast cancers (BL-CL breast cancers vs. luminal/HER2+ breast cancer unpaired two-sample equal variance *t*-test < 0.05 with a positive average difference). Cell lines described as basal-like or claudin-low but being HER2+ were considered to be part of the luminal/HER2+ group. Liquid chromatography mass-spectrum fractionation of the anti-BL-CL fractions, following the MICL protocol [13,14], resulted in 20 subfractions each that were assayed for effectiveness against BL-CL cell lines in a panel of 33 breast cancer cell lines. Once a candidate subfraction was determined based on the results of all three screens, large scale isolation and the purification of the active compound of that fraction were pursued (Supplementary Materials). We estimated the purity of TLT to be approximately 99% pure based on the lack of unassigned peaks in the NMR and MS spectra.

### 4.3. Dose-Response Assays

Cell lines were plated as described above. TLT and halistanol sulfate were serially diluted 1:2 starting from 114.13 µM to the lowest dose of 3.57 µM and screened against a panel of 30 breast cancer cell lines. Dorsomorphin and Ly2603618 were serially diluted 1:3 starting from 90 µM to the lowest dose of 41.15 nM in RPMI media containing 5% FBS and 1x Anti-Anti and screened against a panel of 20 breast cancer cell lines, along with the combination treatment of dorsomorphin and Ly2603618. For the combination treatment, an equal molar concentration of each compound was used. Cell viability was measured, as described before. Doses were repeated in quadruplicates and averaged for a single value. The 50% effective concentration (EC50) values were calculated from dose-response curve data by plotting on GraphPad Prism 6.01 and using the equation, $\;Y=1/\left(1+10^{\left(\left(logEC50-X\right)*HillSlope\right)}\right)$ with a variable slope (Ymin = 0 and Ymax = 1). Plots were forced to start from the x-axis by plotting for an x-intercept point.

### 4.4. Reverse Phase Protein Array

Eight TLT-sensitive BL-CL cell lines (MDA-MB-157, MDA-MB-436, MDA-MB-468, MDA-MB-231, HCC38, HCC70, HCC1395, and HCC1143) were treated separately with TLT or DMSO at a concentration of 105 µM (approximate average EC75 across all 8 cell lines) for 6 h, after which they were lysed, according to the method detailed in supplementary methods. This dose was used to elicit a pronounced TLT response prior to observable cytotoxicity. Reverse-phase protein array was performed at the University of Texas MD Anderson Cancer Center by the functional proteomics RPPA core facility according to their described methods and protocol [24,50]. Two hundred and seventeen different antibodies of phosphorylated and non-phosphorylated proteins were stained and quantified (Table S4).

### 4.5. RNA Sequencing Data Acquisition 

The same eight TLT-sensitive BL-CL cell lines that were used in the reverse-phase protein array assay were treated separately with TLT or DMSO for 6 h, after which total RNA was extracted using the RNeasy Mini Kit (Qiagen, Venlo, Netherlands) with on-column digestion of the genomic DNA, as described in the manufacturer’s protocol. RNA sequencing was performed at the Huntsman Cancer Institute High Throughput Genomics Core Facility using 50-cycle, single-read sequencing (version 3) on an Illumina HiSeq instrument. To construct mRNA focused libraries from total RNA, the Illumina TruSeq RNA Sample Prep Kit (version 2) with oligo(dT) selection was used.

### 4.6. TLT Sensitivity Signature Generation and Analysis

To process the mRNA sequencing data, we used the TCGA mRNA-seq Pipeline [38]. RNA sequencing reads for the treated and control samples were aligned using MapSplice v12_07 [47], quantified using RSEM [50], and gene counts were normalized using upper quantile normalization. The raw and processed data are available in the Gene Expression Omnibus under the series accession number GSE142833. This was the same methodology used to normalize the PANCAN12 TCGA dataset, which we obtained from TCGA fully processed for use in this analysis [38]. To generate a TLT sensitivity signature, we used the DESeq2 package (version 1.4.5) in the Bioconductor framework (version 2.14.0, version 3.1.0 of R) to identify genes that were significantly deregulated (adjusted *p* < 0.05) between the treated and control samples [51,52]. 

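Among the 14544 genes tested here, the expression of 3774 differed between TLT and DMSO at an adjusted p under 0.05 from limma, 2188 of them higher with TLT, such as HMGCS1 and CDKN1A, and 1586 lower, such as TXNIP and RIMBP3. Of the genes that were higher, 1237 rose in all 8 lines, and 895 of those that were lower fell in all 8 lines. Most changes were small, since 344 of the higher genes and 186 of the lower ones changed by at least 1 on the log2 scale. In TLT against DMSO without the replicate block, which leaves the difference between cell lines in the error, 7 genes passed the same threshold, all of them higher. These were PYGM, FNDC7, NPC1L1, ANKRD26P1, FOSB, KIAA0907 and the transcription termination factor gene PCF11, and all 7 were also called with the block. FOSB, KIAA0907 and PCF11 are named here after their values were seen. Within lanes, a setting chosen after seeing the data, 1377 genes were called in the 4 MDA-MB lines of lane 1 and 170 in the 4 HCC lines of lane 2. Without MDA-MB-436 the count was 2421.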

One hundred and forty-six genes were found to be significantly deregulated, among which only 131 were found in the TCGA dataset. To use DEseq2, the reads had to be re-mapped using the Rsubread Bioconductor package. We used this package to map the reads to version hg19 of the human genome and to summarize the data to gene-level values [53]. We predicted TLT sensitivity for the PANCAN12 TCGA dataset [38] using the Bayesian binary regression algorithm version 2.0 (BinReg2.0) used as a MATLAB plug-in [54]. We used default parameters, except that our signature used 131 genes and one metagene. The probability output from the binary regression model was subtracted from one so that probabilities closer to one indicated a higher probability of sensitivity to the drug, as previously described [36]. Prior to making the predictions, the data were log2 transformed and DWD normalized [55] to reduce biases that could result from differences in batch processing and platforms.

### 4.7. Immunostaining

Four BL-CL cell lines sensitive to topsentinol L trisulfate (HCC70, HCC1143, MDA-MB-468, and MDA-MB-436) were treated with 105 µM of TLT in 5% FBS RPMI media and 1x Anti-Anti for 6 h. Proteins were extracted and Western blots were run with the following primary antibodies: β-actin (#3700, RRID:AB_2242334); β-tubulin (#2146, RRID:AB_2210545); pRaptor-S792 (#2083); pCdc25c-S216 (#9528, RRID:AB_2075150); pMAPKAPK-2-Thr334 (#3007, RRID:AB_490936); p38-T180/Y182 (#4511S, RRID:AB_2139682); pChk1-S317 (#12302, RRID:AB_2783865); pAMPKα-T172 (#2535, RRID:AB_331250). All antibodies were obtained from Cell Signaling Technology (Beverly, MA, USA).

### 4.8. Statistical Analysis

To identify the candidate fractions that were significantly more effective against BL-CL breast cancers than luminal/HER2+ breast cancer, a preliminary statistical analysis was performed using the unpaired two-sample equal variance *t*-test built into the Microsoft Excel program. Final statistical assessment was performed for the fractions from the sponge PNG07-3-073 by re-analyzing the statistical significance test based on the normality of the data. Gaussian distribution of the data was checked by using the following three tests built into the GraphPad Prism 6 software: the D’Agostino–Pearson omnibus test, the Shapiro–Wilk test, and the Kolmogorov–Smirnov test (with the Dallal–Wilkinson–Lilliefor corrected P value). Then, dot plots were created using GraphPad Prism 6.01 and a standard two-tailed Mann–Whitney U test was used, with the exception of the dot plot diagrams for halistanol sulfate, dorsomorphin, Ly2603618, and dorsomorphin + Ly2603618, where an unpaired *t*-test was used due to the normality of the data. To compare the difference of protein expression between treated cell lines and their DMSO controls, we used a two-tailed paired *t*-test.

## 5. Conclusions

Our work describes the projected efficacy of TLT against a variety of human tumors, highlighting the optimal effect of the compound against breast and bladder cancer. In a TCGA study characterizing the molecular landscape of urothelial bladder carcinoma, a p53 mutation rate of 49% was recorded in the samples tested [56], drawing a similarity to the common observation of p53 mutation in BL-CL cells. Remarkably, among the key pathway nodes deregulated in bladder cancer, the LKB1/STK11-TSC-mTOR node was among the most commonly deregulated. LKB1, the activator of AMPK, was recorded to contain copy number alternations (CNAs) in 11% of all cases. TSC1 and TSC2 recorded CNAs in 16% and 9% of all cases, as well as inactivating mutations in 8% and 2% respectively [56]. Thus, one hypothesis is that the inhibitory effect of TLT on CHK1 and AMPK (and subsequently the LKB1-AMPK-TSC-mTOR node) could lead to an equally effective response against bladder cancer. Further work is needed to elucidate the exact mechanism of action of TLT and its projected effectiveness against bladder cancer.

In this study, we discovered and identified a previously unreported sulfated sterol, TLT, and described its signaling effects on BL-CL activity. We described two potential therapeutic targets of BL-CL cell lines that can be exploited for the benefit of treatment efficacy. This work lays the groundwork necessary for the exploration of AMPK and CHK1 as potential targets of BL-CL treatment, with a need to further characterize and delineate the role of TLT as an investigational anti-BL-CL compound.

## Figures and Tables

**Figure 1:**
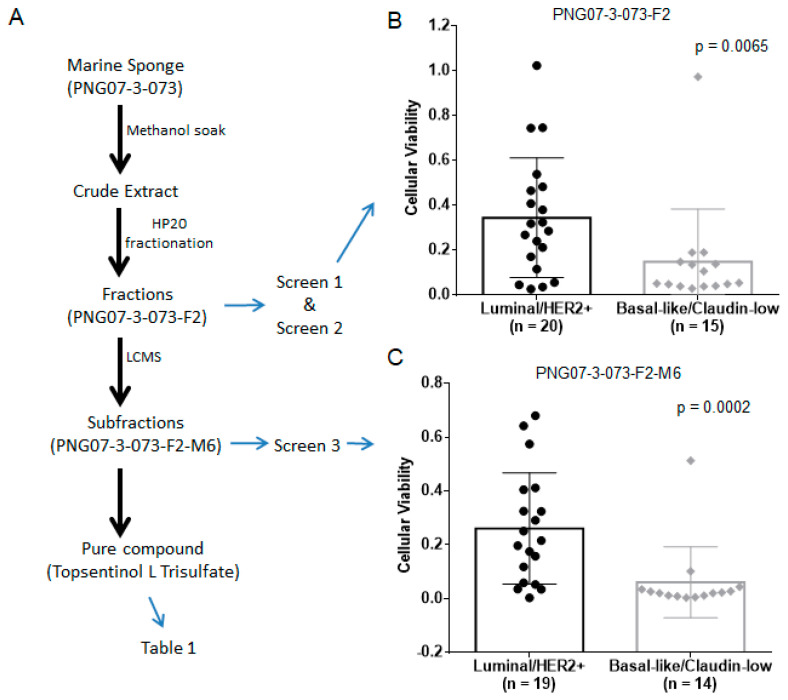
The overall design of the stepwise drug screen. (**A**) The path towards identifying topsentinol L trisulfate (TLT). Marine sponge PNG07-3-073 was diced and soaked in methanol to obtain a crude extract, which was fractionated on HP20SS resin. Among the five fractions obtained, only the F2 fraction exhibited tumoricidal activity (Screen 1); (**B**) The viability data for fraction PNG07-3-073-F2, this activity was observed against basal-like and claudin-low (BL-CL) cell lines (Screen 2). Then, PNG07-3-073-F2 was further fractionated, and the subfractions investigated for anti-BL-CL activity, where the M6 fraction was identified as being BL-CL selective (Screen 3); (**C**) The viability data for fraction PNG07-3-073-F2-M6. Large-scale isolation of PNG07-3-073 ensued, culminating in the purification of TLT and its identification as the active compound in PNG07-3-073 responsible for anti-BL-CL effects (Table 1). Cell lines were treated and the bar graphs (with standard deviation) with all data displayed as scatter dot diagrams of the viability assessment of each cell line.

**Figure 2:**
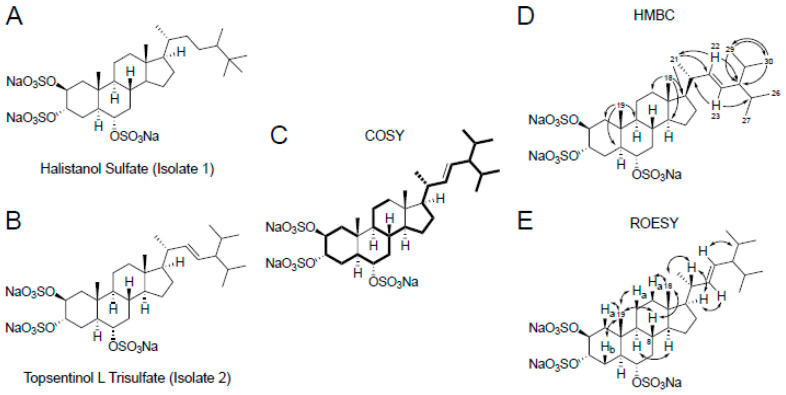
Structure elucidation of topsentinol L trisulfate, isolated from the marine sponge *Topsentia* sp. (PNG07-3-073), by two-dimensional (2D) nuclear magnetic resonance (NMR). Chemical structures of (**A**) halistanol sulfate and (**B**) topsentinol L trisulfate. The chemical structure of TLT was deciphered from (**C**) homonuclear correlation spectroscopy (COSY) correlations between protons of immediately adjacent carbon atoms (shown in bold); (**D**) Heteronuclear multiple bond correlation (HMBC) spectroscopy (unidirectional arrows represent correlations between methyl or alkene protons and carbon atoms 3 bonds away); (**E**) Through-space proton-proton rotating frame Overhause effect spectroscopy (ROESY) correlations (bidirectional arrows) that reveal the configurations of key stereocenters.

**Figure 3:**
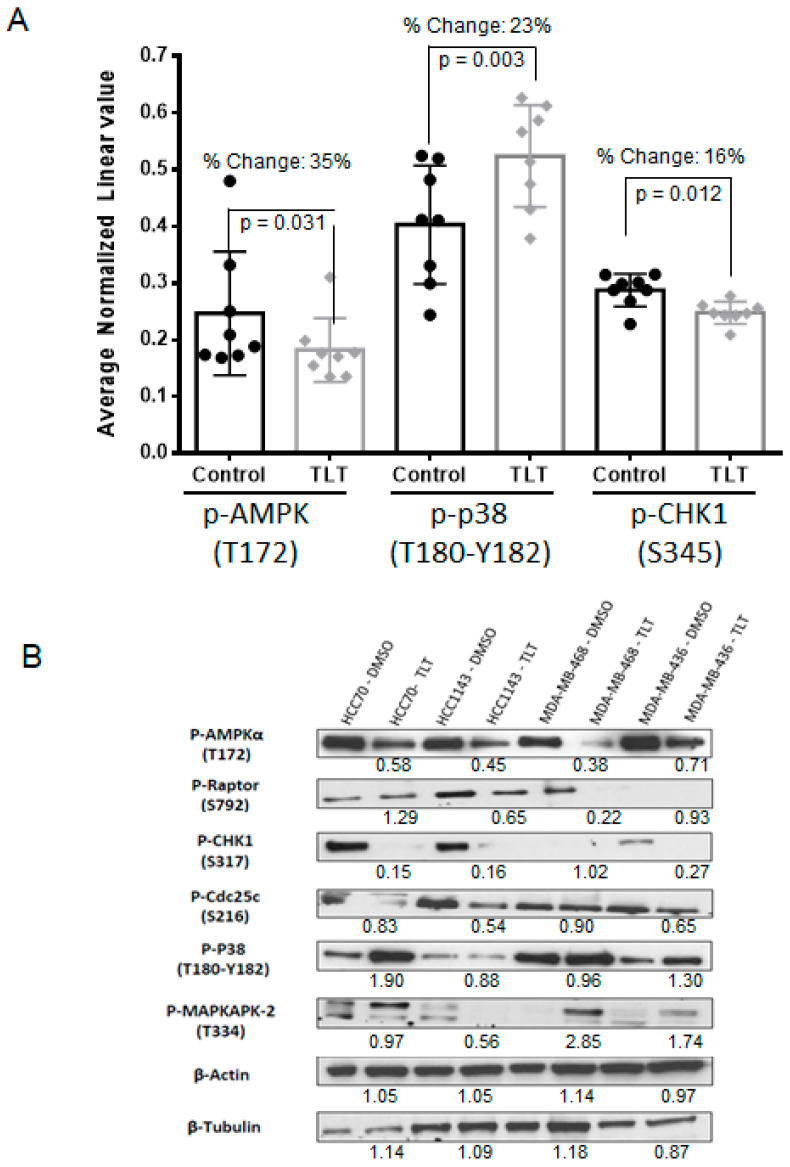
TLT inhibits AMPK and CHK1 but activates p38. (**A**) A panel of 8 BL-CL cell lines were treated with TLT at a 105 µM dose (approximate average EC75 dose across all 8 lines) for 6 h and compared with the DMSO control via reverse-phase protein array (RPPA) that investigated 217 proteins. Eight proteins displayed 15% or more significant deregulation in protein levels, among which, AMPK, CHK1, and p38 are displayed here in bar graphs (with standard deviation) with all data displayed as scatter dot diagrams; (**B**) Observations made for p38, AMPK, and CHK1 in the RPPA experiment were validated by Western blotting. A panel of four BL-CL cell lines were treated similarly with TLT at a 105 µM dose for 6 h and compared to the DMSO control. Beta-actin and β-tubulin were used here as protein loading controls. The values under the TLT treatments are the relative densitometry as compared with the DMSO vehicle treatment for each cell line.

**Figure 4:**
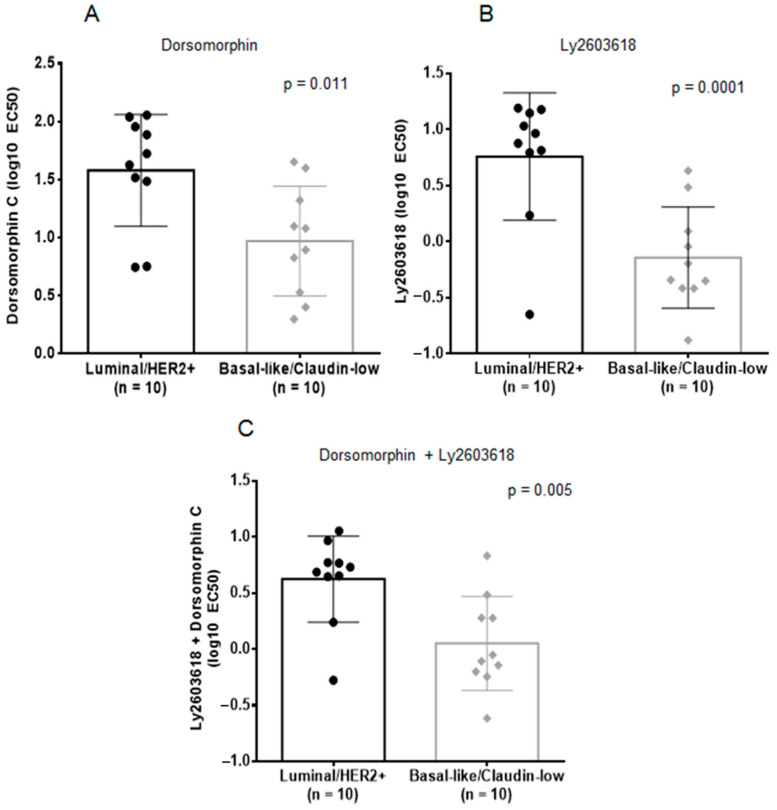
Single or dual inhibition of AMPK and CHK1 is selective against BL-CL cell lines. Cell lines were treated and the bar graphs (with standard deviation) with all data displayed as scatter dot diagrams of treatment EC50 values were plotted. Every dot represents the EC50 for a cell line. Luminal/HER2+ and BL-CL cell lines were treated with (**A**) the AMPK inhibitor, dorsomorphin, (**B**) the CHK1 inhibitor, Ly2603618, or (**C**) the concurrent treatment with dorsomorphin and Ly2603618 for 72 h. The differences were assessed using an un-paired *t*-test (*p* < 0.05 was considered significant).

**Figure 5:**
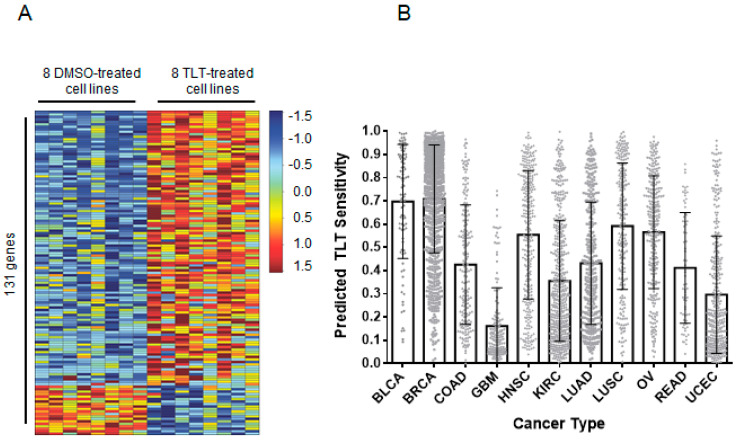
TLT sensitivity is predicted in breast and bladder cancers using gene-expression signature analysis. (**A**) The gene-expression signature for TLT sensitivity was generated by treating eight BL-CL cell lines with either TLT or DMSO. The heatmap columns are the eight cell lines making up eight controls on the left (treated with DMSO) and eight treated samples on the right (treated with TLT). Each row represents a gene that is part of the signature. There are a total of 131 genes making up the signature. Red indicates upregulation while blue indicates downregulation of the gene. (**B**) The TLT sensitivity signature was used to project the sensitivity of twelve different cancers. The results are shown in a bar graph where the x-axis represents the twelve cancer types assayed and the y-axis represents the predicted score of TLT sensitivity (minimum = 0 and maximum = 1). Each column portrays the mean of the TLT sensitivity scores across the samples in a particular cancer type. The error bars indicate the standard deviation. Breast and bladder cancers were predicted to be the most sensitive to TLT treatment, with glioblastoma being the least sensitive. BLCA, bladder urothelial carcinoma; BRCA, breast invasive carcinoma; COAD, colon adenocarcinoma; GBM, glioblastoma multiforme; HNSC, head and neck squamous cell carcinoma; KIRC, kidney renal clear cell carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; OV, ovarian serous cystadenocarcinoma; READ, rectum adenocarcinoma; UCEC, uterine corpus endometrial carcinoma.

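The genes with the 12 largest rises, except ARC, had little signal in DMSO, with a mean under 50. FNDC7 lies on chromosome 1 of GRCh37 from 109255530 to 109285371 and had a normalized value of 57.8 ± 27.0 (SD, n = 8 lines) in TLT and 1.38 ± 2.37 (SD, n = 8) in DMSO. PYGM, the muscle glycogen phosphorylase gene on chromosome 11 from 64513861 to 64527446, had 288 ± 134 (SD, n = 8) in TLT and 11.9 ± 6.51 (SD, n = 8) in DMSO, a log2 fold change of 4.54 (standard error 0.24, adjusted p = 8.34e-07 from limma). NPC1L1, an intestinal sterol transporter gene on chromosome 7 from 44552134 to 44580929, had a log2 fold change of 4.16, and BAAT, a bile acid conjugating enzyme gene, one of 3.68. Both rose in 8 of 8 lines. NPC1L1 lies 24474 bp beyond DDX56 and BAAT 2233 bp beyond MRPL50, active genes (DMSO mean of at least 500) on the same strand. Of the 12 largest rises, 8 have such a gene that ends within 50 kb upstream, and ITGAM, C3orf20, PILRA and MRC1 have none. Among other genes of known position with a DMSO mean under 50, not called higher, 324 of 1690 (19.2%) have one. For ARC it is JRK, 43034 bp away, which itself had a log2 fold change of -1.26. These rises do not by themselves show a response of the functions named here. ITGAM, PILRA and MRC1, genes of myeloid cells, had log2 fold changes of 3.54, 3.15 and 3.14, and the reads of MRC1 may be shared with its near-identical copy. ARC, an immediate early gene, rose from 203 to 2248, and SLC2A9, ANKRD26P1, FAM83C and C3orf20 completed the 12 largest rises. Among the largest falls, RIMBP3, which has near-identical copies, had a log2 fold change of -3.53, and the zinc finger genes ZNF658, ZNF70 and ZNF691 had -1.91, -1.71 and -1.71. CCDC71, LOC653501, TTC30B, WDR5B, C15orf58, NCRNA00087 and PPAPDC2 lay between -1.92 and -1.68. All of these were lower in 8 of 8 lines except NCRNA00087, which was higher in MDA-MB-157 by 0.69.

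**Figure D2:**
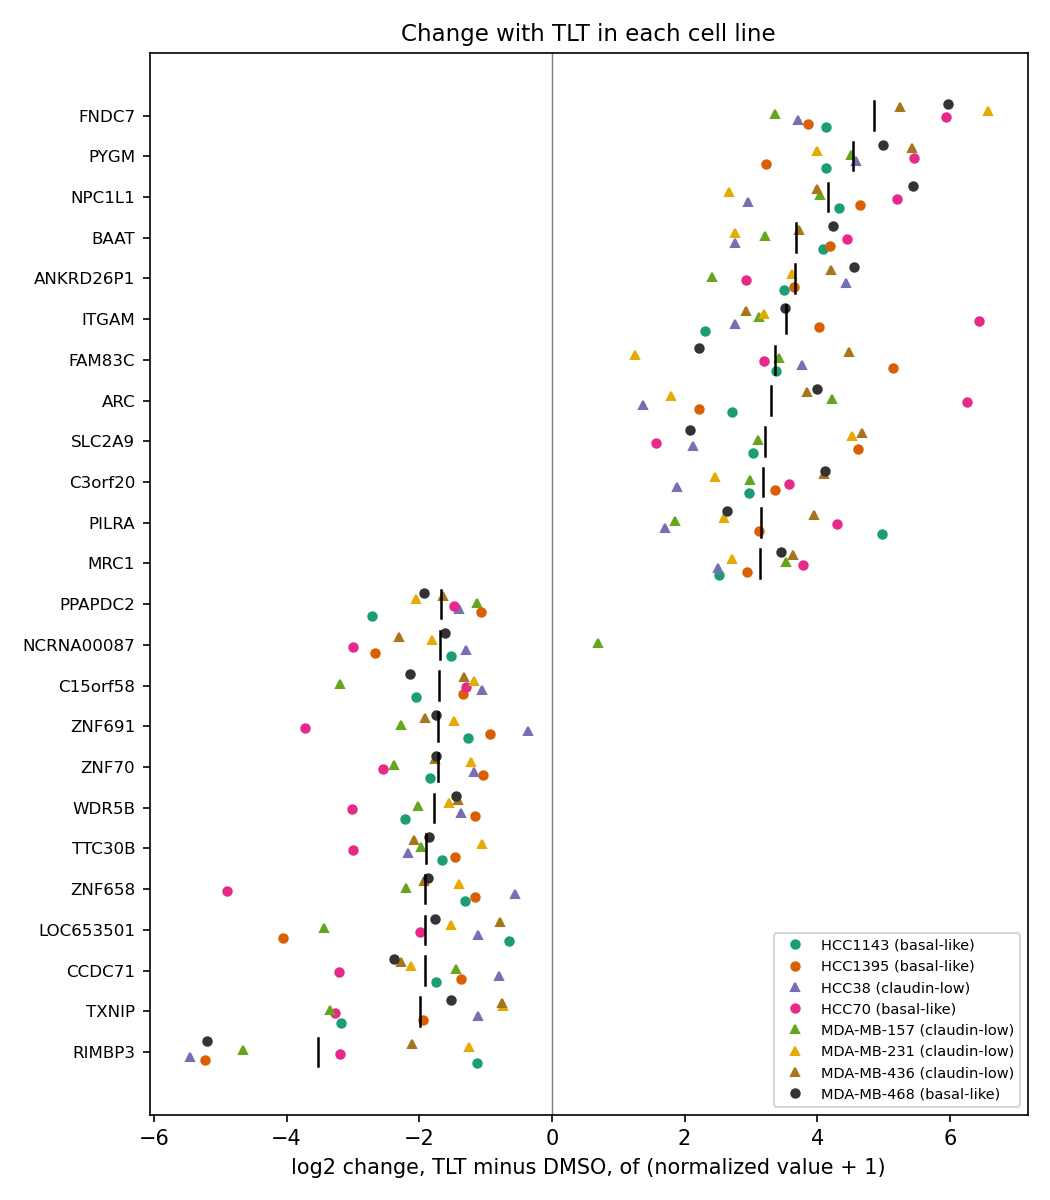
Log2 change of the normalized value + 1, TLT minus DMSO, of the 12 genes with the largest rise and the 12 with the largest fall, with 1 point per cell line, circles for basal-like and triangles for claudin-low lines, and a bar at the mean of the 8 lines. The points of each rising gene all lie above 0, and NCRNA00087 in MDA-MB-157, at 0.69, is the point of a falling gene above 0.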

**Table 1:** Evaluation of TLT cytotoxic response.

Cell Line	Gene Expression Subtype	Topsentinol L Trisulfate EC50 (µM)
BT20	Basal-like	>100
HCC1143	Basal-like	74
HCC1395	Basal-like	77
HCC1806	Basal-like	>100
HCC1937	Basal-like	>100
HCC70	basal-like	23
MD468	Basal-like	69
HCC38	Claudin-low	>100
Hs578T	Claudin-low	99
MD157	Claudin-low	50
MD231	Claudin-low	34
MD436	Claudin-low	87
HCC1569	Basal/HER2 positive	>100
HCC1954	Basal/HER2 positive	63
JMT-1	Basal/HER2 positive	41
MD453	Luminal	>100
HCC2218	Luminal	>100
Cama-1	Luminal	>100
MD134VI	Luminal	>100
MD175VII	Luminal	>100
MD415	Luminal	>100
ZR75-1	Luminal	>100
MCF7	Luminal	>100
T47D	Luminal	26
BT483	Luminal	>100
AU565	Luminal/HER2 positive	>100
HCC1419	Luminal/HER2 positive	>100
SKBR3	Luminal/HER2 positive	>100
BT474	Luminal/HER2 positive	84
UACC812	Luminal/HER2 positive	>100

## Data Availability

The data presented in this study are openly available in raw and processed form in the Gene Expression Omnibus under the series accession number GSE142833.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1660-3397/19/1/41/s1.

How the deposited data were processed for this re-analysis (not part of the article)

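RNA was measured in 8 breast cancer cell lines, 4 basal-like and 4 claudin-low, treated with TLT or DMSO for 6 h. The authors aligned reads of 50 cycles with MapSplice, estimated gene values with RSEM on hg19 and deposited them after upper quartile normalization, so the unit is a normalized signal in which 1000 stands near the 75th percentile of the nonzero genes of a library. The authors' own test used DESeq2 (version 1.4.5, as the paper gives it) on counts from a second mapping, and those counts were not used here. The design written before the data were examined named a count test for counts and limma for normalized values, and limma was used because the unit called for it.

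Both deposited matrices hold identical values for every gene name they share. The sheet named for RSEM was used, with 20531 rows, of which 29 without a gene name, holding 0.0398% of the signal, were left out, as they are in the other sheet. Some gene names in it were turned into dates by a spreadsheet program and were left as they stand. The authors also deposited a table of fold changes per line. For HCC70 and HCC38 it equals DMSO over TLT within 0.1% for 100.0% of the genes above 0 in both libraries. For the other 6 lines this held for 45.0% to 45.5% of genes, and at least 99.9% of the remaining ratios stand in other rows of the same column, so it was not used further.

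Depth was estimated from the steps between low values, and no count test was run, because RSEM splits reads that map to several genes and at most 85.3% of low values were whole in any library. Genes with a mean of at least 10 over all libraries were kept, and log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3, with treatment and cell line as terms, trend and robust moderation and Benjamini-Hochberg adjustment at 0.05. The pairing comes from the labels, which name the line of each library. The deviations of both libraries of a line from their treatment means correlated at 0.900 to 0.954. The difference between the responses of claudin-low and basal-like lines was fitted as an interaction. The 33 gene lists were tested with camera and by counting members past the threshold. Named genes were the 12 largest rises and the 12 largest falls among called genes that moved the same way in at least 7 lines, up to 3 members of smallest p from each list with a called member, the genes of the proteins the paper names in its results on TLT, and up to 5 genes per direction for the subtype difference, where none passed. This gave 126 genes, of which some are not reported. Exact permutation tests were run in Python 3.11.15 with numpy 2.4.6.

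The fit was tested on simulated values with the spread of the real genes. With 100 genes changed by 0.5 and 100 changed by 1 on the log2 scale, it recovered 45 and 74 of them for TLT against DMSO, with 10 false calls among 14544 genes, and 0 and 0 without the block. For the subtype difference it recovered 1 and 24. The simulated genes varied independently of one another, and far fewer were changed than the 3774 called in the data. These rates of recovery and of false calls therefore need not carry over to the real genes. Gene positions are from GENCODE on GRCh37, the build of hg19. Alternatives tried were no block, TMM scaling, no trend, other filters, pseudocounts and thresholds, each line left out, the second matrix, and, added after the data were seen, each lane alone, a lane term and both MDA-MB-157 and HCC70 left out. The RPPA, Western blot, dose-response and tumor prediction data were not analysed here.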

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

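The tests of library depth, of blood cells, of genes matched on level, of neighbours among genes with a DMSO mean of 20 to 50 and of the zinc finger genes with TMM scaling were chosen after the results they bear on were seen.

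Of 33 groups of 8 lines examined for a line far from the others, 3 had one, where chance gives about 1 in 20. ITGAM rose by 6.44 on the log2 scale in HCC70, ZNF658 changed by -4.90 in HCC70, and NCRNA00087 changed by 0.69 in MDA-MB-157.

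The paper does not report on genes with little signal in DMSO. Of 2167 genes tested with a DMSO mean under 50, 341 were higher with TLT. Over all genes it was 2188 of 14544, a like share, so the count by itself does not set these genes apart. Genes with a DMSO mean under 10 passed the filter only through their TLT values. Among genes of known position with a DMSO mean of 20 to 50, which pass the filter whatever their TLT value, 60 of 120 that rose had an active gene (DMSO mean of at least 500) on the same strand that ended within 50 kb upstream, against 188 of 988 others, an odds ratio of 4.26 (95% interval 2.88 to 6.29), while for active genes that start downstream on the same strand it was 1.79 (1.15 to 2.78). In TLT the level of the 166 genes with such an upstream gene, out of 322 with a known position and a DMSO mean under 50 that rose, went with that of this gene across the 8 lines at a median r of 0.48, against a median of 0.03 and a central range of -0.05 to 0.10 over 1000 shuffles of the pairs. The shuffled pairs are not neighbours, and neither DMSO values nor neighbours on other sides were tested. This r therefore cannot tell run-on transcription from other ways in which neighbouring genes vary together between lines. Genomic DNA alone would raise isolated silent genes as much as silent genes beyond an active gene. The log2 ratio of summed signal was lower for the isolated genes in all 8 lines, with medians of 0.49 and 1.13. Over the lines the isolated ratio ran from -0.06 to 0.74, so DNA as part of the cause stays open. Deeper TLT libraries would not raise the genes that rose in the 5 lines whose TLT library is shallower. There, members called without the line had a median change of 1.07 to 1.78 in it. Blood cells would bring PTPRC, LYZ and HBB, which had a mean of 3.32 in TLT. These 3 genes were picked after the values were seen and lie below the filter. The blood cell genes above it, CD14, HBA1 and CD68, were higher, so the low mean cannot set blood cells aside. A candidate explanation for part of the pattern is transcription that runs on past the end of active genes under TLT, as for PYGM, 4632 bp beyond SF1, and FNDC7, 9980 bp beyond PRPF38B. It is a hypothesis found and tested on the same data, which leaves the members without such a neighbour and reads shared between overlapping genes open.

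Of 490 genes named as zinc fingers (ZNF), a group the paper does not discuss, 133 were lower and 11 higher with TLT. Their median log2 fold change was -0.33, below the range of -0.10 to -0.02 of lists of other genes matched on GC content, transcript length and level, which argues against these as the whole cause. With TMM scaling their median was -0.36, with 134 lower, which argues against the scaling as the whole cause of the fall. An effect of TLT itself stays open and could not be separated further with 1 time point.

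Scaling of the libraries is argued against as the whole cause of the rise of all 20 ribosomal protein genes, since 20 were still higher with TMM scaling (9 without MDA-MB-436, 10 without MDA-MB-468 and 11 without HCC70, on the deposited scale). TMM scaling moved their median only from 0.26 to 0.23, so scaling as part of the cause stays open. Their median of 0.26 lay at the 41.5th percentile of lists matched on level, so they rose as other highly expressed genes did, and what raised highly expressed genes was not tested.

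Exchanging TLT and DMSO within lines gave as many calls in 1 of 100 splits, the real one with 3774 genes, and the highest of the others was 984. This is the smallest share that 100 splits can give, so chance is unlikely as the source of the count but not excluded.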

How the results depend on the processing

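The lane settings and the joint omission of MDA-MB-157 and HCC70 were chosen after the data were seen. The count of genes in TLT against DMSO stayed within 1.5 times of 3774 with TMM scaling, without trend, with no filter or a filter at 100, with a pseudocount of 0.1 or 10 and at an adjusted p under 0.10, and each named gene tested under these kept its direction. The second matrix holds the same values, so its identical results are no separate check. Without the replicate block, 7 genes were called, 7 higher and 0 lower (517 at an unadjusted p under 0.05), and 4 of the 126 named genes in place of 108. At an adjusted p under 0.01 it was 1564 genes, 880 higher and 684 lower. With each line left out in turn the count ran from 2421 (without MDA-MB-436) to 3898 (without HCC38), with 1362 to 2282 higher and 1059 to 1717 lower, the called named genes from 92 to 106, and the lists past the camera threshold from 8 (without MDA-MB-157) to 15 (without HCC38), against 12. Lane 1 lines gave 1377 genes (723 higher, 654 lower, 65 named genes), lane 2 lines 170 (124 higher, 46 lower, 27 named genes), both from fewer lines, and MDA-MB-157 and HCC70 left out together 3814. In the lane 1 lines the contrast of subtypes sets MDA-MB-468 alone against 3 claudin-low lines and gave 2 genes, FOSL1 and ETV5, named after their values were seen, against 0 in all lines; with 1 line in an arm, assumed to vary like the others, it cannot be read as a subtype difference. CLDN7 turned to -0.22 and PRKAA1 to 0.020 in the lane 1 lines, and PRKAA1 lay between -0.13 and 0.034 with each line left out; neither passed the test in any of these. The alternatives for counts (another count scaling, a count test with and without the block, limma on log-CPM) were not run because the files used here hold no counts. Depth limits the genes near a value of 1 read, about 0.8 to 1.5.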

Differences from the paper's values

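The paper gives 146 genes significantly changed between TLT and DMSO, of which the paper found 131 in its tumor dataset, and 3774 genes, not limited to that dataset, passed the same adjusted p here, by limma on normalized values with the cell line as a block, where the paper used DESeq2 on re-mapped counts that were not used here. None of the alternatives set before the data were examined comes within 1.5 times of the paper's 146 or 131 genes, with counts from 7 without the replicate block to 5234 at an adjusted p under 0.10. The 4 lane 2 lines alone, chosen after seeing the values, gave 170, which is within 1.5 times of both, and which of the paper's genes these drop was not analysed here.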

Other observations

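The comparison of list medians between subtypes, the settings within lanes, the joint omission of HCC70 and MDA-MB-157 and the lane term were chosen after the values were seen, as were DDIT3 and the split of lines named below. Transcripts of the proteins that the paper follows by phosphorylation had small changes or did not pass the test. PRKAA1 and PRKAA2, the catalytic subunits of AMPK, had log2 fold changes of -0.04 and -0.41 (adjusted p = 0.80 and 0.30 from limma), CHEK1, which encodes CHK1, -0.09 (adjusted p = 0.41) and MAPK14, which encodes p38, -0.24 (adjusted p = 0.095, and 0.042 without HCC38). ACACA had -0.13 (adjusted p = 0.34) and RPTOR -0.26 (adjusted p = 0.12, and 0.015 without MDA-MB-157). CDC25C was lower at -0.42 (adjusted p = 0.029, lower in 6 of 8 lines), a call that ended without HCC1143, HCC70, MDA-MB-157, MDA-MB-436 or MDA-MB-468 (adjusted p = 0.051 to 0.070). Of 17 measured genes of the AMPK and mTOR list 3 were higher, namely TSC1, CAB39 and RHEB, and 3 were lower (3 higher and 4 lower when adjusted over the list alone; from 2 to 5 lower with each line left out, 5 without MDA-MB-157). Of 13 genes of the p38 pathway the upstream kinase MAP2K3 was higher at 0.95, MAPKAPK2 was higher at 0.23, and MAP2K6 was lower at -1.08 (2 higher and 1 lower when adjusted over the list alone; 2 lower without HCC38). Of 15 genes of proteins the study names from its array, a list the study chose on these lines, 2 were higher, among them STAT3 at 0.33, and none was lower (2 higher when adjusted over the list alone; 1 without HCC1395, MDA-MB-436 or MDA-MB-468, and 3 higher and 1 lower without HCC38). The camera test gave adjusted p = 0.41, 0.91 and 0.65 for these 3 lists. CLDN4 was higher at 0.88 (adjusted p = 0.0089), while CDH1 had 1.06 (adjusted p = 0.051, and 0.046 and 0.044 without HCC38 and without MDA-MB-436), CLDN7 0.14 and CLDN3 -0.48.

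Stress and growth lists were mixed, and counts in parentheses are those adjusted over the list alone. Of 20 ATF4 targets 4 were higher (4), with ATF3 at 1.33 and PPP1R15A at 1.11, and 1 was lower (1), DDIT3 at -0.94 (3 lower without HCC1395 and 2 without MDA-MB-468). Of 14 heat shock genes 6 were higher (8), or 3 without MDA-MB-436, and 1 lower (1), a call that stayed without MDA-MB-231 and ended without any other line, with DNAJA1 at 0.45 (adjusted camera p = 0.030, 0.056 without HCC1143, 0.078 without HCC70, 0.050 without MDA-MB-157 and 0.13 without both HCC70 and MDA-MB-157, and an adjusted p = 0.73 with an estimated correlation). Of 13 genes of fatty acid synthesis 5 were higher (6) and none lower, with ACLY at 0.59 (adjusted camera p = 0.018, 0.050 without MDA-MB-157, 0.14 without both HCC70 and MDA-MB-157, and an adjusted p = 0.73 with an estimated correlation), and their median of 0.31 was 0.17 without HCC1143. Of 18 ribosome biogenesis genes 6 were higher (6), or 3 without MDA-MB-436, and 1 lower (1) (adjusted camera p = 0.043, 0.22 without HCC1143, 0.064 without MDA-MB-157, 0.058 without MDA-MB-436, 0.075 without both HCC70 and MDA-MB-157, 0.11 without the replicate block and 0.099 in the lane 2 lines, and an adjusted p = 0.73 with an estimated correlation). Of 17 interferon-stimulated genes 4 were lower (4), or 3 without HCC1143, MDA-MB-436 or MDA-MB-468, and none higher (3), or 2 without HCC38 and 1 without HCC1143 or MDA-MB-231, with IFIT1, IFIT2 and IFIT3 at -0.66, -0.91 and -0.73. Genes of G2 and mitosis had 2 of 22 higher (2) and 5 lower (5). Of these, 0 were called lower without HCC70 or without MDA-MB-468, 2 without HCC1143, MDA-MB-157 or MDA-MB-231 and 3 without MDA-MB-436, and the adjusted camera p of 0.15 was 0.011 without HCC38, 0.038 without MDA-MB-436, 0.0059 in the lane 1 lines and 0.95 in the lane 2 lines. S phase genes had 3 of 20 lower (2), or 1 without MDA-MB-436 or MDA-MB-468, and none higher, or 2 without MDA-MB-231 and 1 without HCC1395, HCC38 or MDA-MB-157 (adjusted p = 0.15 from limma's camera test, and 0.040 in the lane 1 lines). Of 14 p53 targets 2 were higher (2) and 3 lower (3), or 2 without HCC70 or MDA-MB-436. ER chaperones had 5 of 18 higher (5) and none lower, but 0 without HCC70, MDA-MB-436 or MDA-MB-468 and with limma without trend, 2 without HCC1143, HCC1395 or MDA-MB-231, and 9 without HCC38 (adjusted p = 0.29 from limma's camera test, and 0.017 without HCC38). NF-kappaB targets had 1 of 19 higher (0) and none lower, but 6 without HCC1143, 5 without HCC38 and 0 without MDA-MB-231, MDA-MB-436 or MDA-MB-468. Their adjusted camera p of 0.060 was 0.0023 without HCC1143, 0.018 without HCC38, 0.043 with TMM scaling, 0.038 with a pseudocount of 10, 3.8e-05 in the lane 1 lines, where 5 were higher, and 0.95 in the lane 2 lines. NRF2 targets had 3 of 16 higher (3), from 2 to 4 with each line left out, the BCL2 family 3 of 13 (3), from 2 to 4, and LXR targets 2 of 9 (2), with none lower in these 3 lists, or 1 NRF2 target without MDA-MB-468 and 1 LXR target without MDA-MB-157. Autophagy genes had 2 of 16 higher (2), from 1 to 3 with each line left out, and 1 lower (1), TGF-beta targets 4 of 12 higher (6), or 2 without MDA-MB-436, and 2 lower (2), or 1 without HCC1395, HCC70 or MDA-MB-157 (adjusted p = 0.18 from limma's camera test, and 0.038 without both HCC70 and MDA-MB-157), histone genes 2 of 12 lower (2), and none of 7 metallothioneins passed (0), with 3 lower without MDA-MB-157. All 3 measured blood cell genes were higher (3), namely CD14 at 1.58, HBA1 at 1.37 and CD68 at 0.39 (adjusted camera p = 0.043, 0.056 without HCC1395, 0.064 without MDA-MB-157 and 0.090 without both HCC70 and MDA-MB-157, 0.14 without the replicate block, 0.23 with no filter, 0.087 with a pseudocount of 0.1, and an adjusted p = 0.35 with an estimated correlation), while the leukocyte gene PTPRC had a mean of 0.636 in TLT. CD68 was no longer called without any 1 of HCC1395, HCC70, MDA-MB-157, MDA-MB-436 and MDA-MB-468 (adjusted p = 0.057 to 0.075). Luminal genes had 2 of 10 higher (2), or 3 without MDA-MB-436, and none lower, or 2 without MDA-MB-157, mesenchymal genes 2 of 9 higher (2), or 1 without HCC1143, HCC70, MDA-MB-157, MDA-MB-436 or MDA-MB-468 and 0 with limma without trend, and 1 lower (1), fibroblast genes 1 of 8 higher (0), from 0 to 2 with each line left out, and junction genes 1 of 9 higher (1), or 2 without HCC38 or MDA-MB-436. In the lane 1 lines alone and in the lane 2 lines alone, no ER chaperone, NRF2 target, BCL2 family, luminal, fibroblast or junction gene was called higher.

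No gene passed the limma test for a difference between the responses of claudin-low and basal-like lines (272 at an unadjusted p under 0.05). On simulated values this fit recovered 1 of 100 genes changed by 0.5 and 24 of 100 changed by 1 on the log2 scale. Differences of this size can therefore be missed, and the result does not show that the subtypes respond alike. With 0 genes called, all 35 of 35 splits of the lines into 4 and 4 give at least as many by construction, so the splits decide nothing here and chance is not excluded. The highest of the other splits, HCC70, MDA-MB-157, MDA-MB-436 and MDA-MB-468 against the rest, gave 550 genes and the next highest 1. These are the 4 lines with the largest median absolute change, from 0.23 in MDA-MB-468 to 0.42 in MDA-MB-157. Their median change over all genes tested also lay above 0, from 0.054 in MDA-MB-468 to 0.22 in MDA-MB-157, against -0.026 to 0 in the other lines. The split was picked as the highest, and a difference in library scaling cannot be told apart from a structure among the lines. Neither was tested further. Subtype and lane overlap, since lane 1 holds 1 basal-like line and lane 2 holds 1 claudin-low line. With a lane term 0 genes were called by limma (370 at an unadjusted p under 0.05). Within a lane 1 subtype is a single line, MDA-MB-468 in lane 1 and HCC38 in lane 2, so no subtype difference can be read from a lane alone. The median change of the cholesterol genes was 0.80 ± 0.07 (SD, n = 4) in basal-like and 0.31 ± 0.24 (SD, n = 4) in claudin-low lines (exact permutation p = 0.029, two-sided, the smallest that 4 against 4 allow, and 0.34 adjusted over 12 lists), which did not pass the correction.

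The size of the response, as the median absolute log2 change of the more highly expressed genes, ran from 0.16 in HCC1395 to 0.42 in MDA-MB-157. It showed no detectable relation to the paper's EC50, with a Spearman rho of -0.36 over 8 lines (exact permutation p = 0.39, two-sided, adjusted 0.45) and a Pearson r of -0.35 over 7 lines (exact permutation p = 0.45, adjusted 0.45). Without HCC70 and MDA-MB-231, the lines farthest from the median EC50, r was -0.76 over 5 lines (exact permutation p = 0.18). Each lane holds only 4 lines, and no value was computed within a lane.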
